A study of Syzygium longifolium with 7 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

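Young leaves of 7 Syzygium longifolium plants were frozen in liquid nitrogen, total RNA was extracted with a CTAB protocol and libraries were made with an Illumina TruSeq RNA kit. Per the labels, all libraries carry the same lane number, so no lane could be set against the groups. Replicates are separate plants. Per the submitters' processing notes and the methods of the study, the authors trimmed the reads with Cutadapt, removed short and low-quality reads, and mapped the rest to the Eucalyptus grandis genome with HISAT2 version 2.04. The methods state that unmapped reads and reads with several places in the genome were filtered out with SAMtools. The filter they give has a mapping quality minimum of 0, which by itself leaves reads with several places in, so similar gene copies may share reads. The tool that counted reads per gene is not given in the sources used here. Mapping to another species can lose reads of genes that differ from it, which lowers the counts of such genes.

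The authors deposited whole read counts per gene and library, not normalized, and the gene length in bp. The authors also deposited RPKM values, which equal the counts divided by the gene length and by the library total. The authors' deposited table of their comparison gives a log2 fold change, a log2 mean CPM, a p-value and a false discovery rate per gene from edgeR version 3.14.0 with 1 dispersion for all genes. Its genes are exactly those above 1 CPM in at least 2 libraries. The methods state another filter, on the summed CPM and on expression in at least 2 samples, which keeps more genes and with the same exact test gives 3357 called genes.

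The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept if their CPM summed to over 1 across the 7 libraries and at least 2 libraries had a read, which left 32447 of 43432 genes; 5147 genes had no read. Libraries were scaled with TMM factors and the 2 infected libraries were compared with the 5 healthy libraries by the robust quasi-likelihood test of edgeR, two-sided and without covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error of a fold change was taken as its size divided by the root of the F statistic and is approximate. CPM values use the TMM-scaled library sizes. The study's own form of the test, the exact test of edgeR with 1 common dispersion, was an alternative.

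Gene lists of defence, hormone and growth functions had been planned as searches of product descriptions, but the files do not pair the gene IDs with names or products, and no annotation was used here, so they were not tested. Products of the list are as tabulated by the study, whose running text calls LOC104415213, counted here among the PR-10 genes, a chitinase. The list of 28 genes, whose products the study describes, was tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and by an exact permutation of the 21 splits of the libraries into 2 and 5. Similarity was measured by Pearson and Spearman correlation of log2(CPM + 1) and by multidimensional scaling of the 500 leading genes.

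The rule for named genes was fixed before the data were examined. It takes called genes with a mean of at least 5 CPM and no overlap between the groups, or, where fewer than 5 pass in a direction, the 5 of smallest p under the same conditions. Of these, 2 IDs per direction are printed, chosen by p except LOC104456994, which was printed after its values were seen because an alternative called it alone. Of the list of 28 the rule takes the member of smallest p and the 4 with the largest mean CPM. The 5 genes of the list that are alone in their kind were named after their values were seen, as were LOC104419011 and LOC104438326.

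The alternatives were other scaling factors, other filters, DESeq2, exact tests, limma, other thresholds, the RNA integrity number as a covariate and each library left out. Where an infected library was left out, the lone infected library was assumed to vary like the healthy ones. Pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 55.8, so none was counted as a duplicate. The tests were tested on simulated counts with 200 changed genes among 32447, drawn from genes with a mean of at least 5 CPM. The libraries held 13897206 to 22324035 reads, so counting error is small for the abundant genes and limits those near 1 CPM and below.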

Results

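Young leaves of 7 nursery plants of Syzygium longifolium, a tree of the family Myrtaceae endemic to New Caledonia, were sequenced as 1 RNA library each. The labels class 2 plants as infected by myrtle rust, the disease caused by the fungus Austropuccinia psidii, and 5 plants as healthy. Infected replicates 1 and 2 are plants Syl13 and Syl15, and healthy replicates 1 to 5 are plants Syl10, Syl18, Syl2, Syl4 and Syl7. Infection was natural, and a plant counted as infected if it showed symptoms at sampling or at an earlier visit. The reads were counted on the genes of Eucalyptus grandis, a related species of the same family. The deposited counts summed to 13897206 and 14078028 reads in the infected libraries and to 22324035, 16591297, 19771613, 18450414 and 16219803 reads in healthy replicates 1 to 5. Reads were counted on 32745 to 34013 of the 43432 genes in each library. The ratio of 25S to 18S ribosomal RNA in the labels was 3.85 ± 0.636 (SD, n = 2) in the infected plants and 2.16 ± 0.416 (SD, n = 5) in the healthy plants, and the RNA integrity number was 7.95 ± 0.0707 (SD, n = 2) and 7.82 ± 0.277 (SD, n = 5).

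The first comparison asked how defence genes were distributed over the infected and healthy plants, for the 28 genes with a described product that the study lists as raised in infected plants of all its species. The study chose them partly because they were raised in these same libraries, so their positive direction and size follow from that choice and are no independent evidence. Infected replicate 1 held the highest level of all 28 genes, and all 28 had a positive log2 fold change, from 1.96 to 4.06 with a median of 3.04. With 1 library left out that median ranged from 1.31, without infected replicate 1, to 4.31, without healthy replicate 2. The mean log2(CPM + 1) of the list was 5.53 in infected replicate 1 and 3.22 in infected replicate 2, against 3.49 in healthy replicate 2, 1.99 in healthy replicate 1 and 1.08 to 1.53 in healthy replicates 3 to 5. The infected level was thus 4.38 ± 1.63 (SD, n = 2) and the healthy level 1.87 ± 0.967 (SD, n = 5). The ratio of 25S to 18S RNA was also higher in both infected plants than in all healthy plants.

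Within the list, 11 genes encode PR-10 proteins, a class of small intracellular pathogenesis-related proteins, with LOC104415213 among them as the study tabulates it, and 8 encode chitinases, which cleave the chitin of fungal cell walls. The log2 fold change ran from 2.60 to 3.53 over the PR-10 genes and from 2.63 to 4.06 over the chitinases, with a median of 3.65 in the latter. Infected replicate 2 ranked second, above all healthy libraries, for 7 of the 11 PR-10 genes and 7 of the 8 chitinases. Of the most abundant members, the PR-10 gene LOC104415206 stood at 443 ± 352 CPM (SD, n = 2) in infected and 68.5 ± 56.2 CPM (SD, n = 5) in healthy plants, a log2 fold change of 2.69 ± 0.703 (SE) with adjusted p = 0.205 over all genes. With 1 library left out the fold change of LOC104415206 ranged from 1.51, without infected replicate 1, to 3.34, without healthy replicate 2. The PR-10 genes LOC104415205, LOC104415201 and LOC104415202 had log2 fold changes from 2.67 to 3.17. Without infected replicate 1 theirs were 1.85, 1.37 and 1.90. The smallest p of the list belonged to the PR-10 gene LOC104415212, at 96.8 ± 63.8 CPM (SD, n = 2) against 10.3 ± 8.12 CPM (SD, n = 5), a log2 fold change of 3.23 ± 0.678 (SE) with adjusted p = 0.205. Apart from LOC104419011 and LOC104438326, the members of these families are neighbouring genes that may be similar enough to share reads. Their similarity was not measured, and the values of single members are uncertain.

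The other 9 genes showed another order of the libraries. They are 2 polyphenol oxidases, which oxidise phenolic compounds, 2 homologs of ACC oxidase, the enzyme of the last step of ethylene synthesis, and 5 genes of which each is the only member of its kind in the list. For all 9, healthy replicate 2 ranked second and lay above infected replicate 2. The polyphenol oxidases had a mean log2(CPM + 1) of 4.44 and 1.51 in infected replicates 1 and 2, of 2.91 in healthy replicate 2 and of at most 0.334 in the other healthy libraries. For the ACC oxidase homologs the same values were 4.12, 1.84, 2.86 and 0.702. The WRKY transcription factor gene LOC104445691, of a family that regulates defence genes, stood at 31.3 CPM in infected replicate 1, 2.27 in infected replicate 2 and 12.7 in healthy replicate 2, with a log2 fold change of 2.31 ± 1.29 (SE). The log2 fold change was 2.46 ± 1.75 (SE) for the cationic peroxidase gene LOC104430480 and 2.36 ± 1.98 (SE) for the miraculin-like gene LOC104425880. The lichenase gene LOC104450568, which encodes a glucan-cleaving enzyme, had 1.96 ± 1.55 (SE). The uncharacterized gene LOC104422218 had 3.68 ± 1.26 (SE). Without infected replicate 1 the fold changes of LOC104422218, LOC104425880, LOC104445691 and LOC104450568 turned to -0.76, -2.05, -0.57 and -0.73. In that setting 24 of the 28 genes kept a positive sign. Infected replicate 2 held 14, 2, 31 and 7 reads of the genes that turned, so their signs there rest on few reads.

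**Figure D1:**
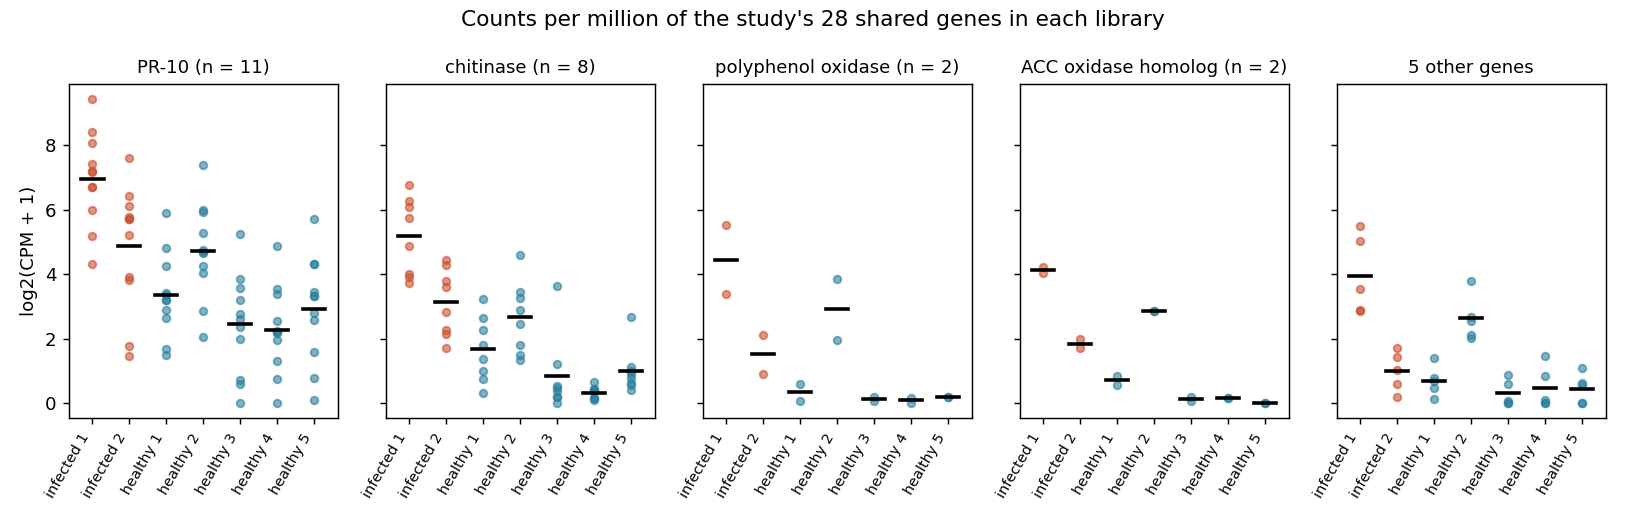
Each point is 1 gene of the list in 1 library, as log2(CPM + 1) on the vertical axis, and the black line is the mean of the family; infected libraries are orange and healthy libraries blue. Infected replicate 1 is highest in every panel, and the mean of healthy replicate 2 lies above that of infected replicate 2 in the 3 panels on the right.

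In the quasi-likelihood test of edgeR 0 of the 28 genes passed the threshold over all genes tested. At unadjusted p under 0.05 there were 19, and 18 passed when adjusted over the list alone, which is not independent evidence because the study chose the list partly on these libraries. DESeq2 called 15 of the 28. It gave a p-value to 19 and none to the other 9. The edgeR exact test called 28 with 1 common dispersion and 19 with a dispersion per gene. In camera of limma, the list as a set gave adjusted p = 1.1e-18 with a preset correlation of 0.01, for the 1 list tested, and adjusted p = 0.104 with an estimated correlation. As the list was chosen on these libraries, the set test is no independent evidence either. The 2 infected libraries lay above all 5 healthy libraries for 14 of the 28 genes, against 11.5% of all genes tested. Chance gives 4.76% for genes not chosen on these libraries. Without healthy replicate 1 the quasi-likelihood test called 1 gene of the list, LOC104415212, without healthy replicates 1 and 2 it called 22, and with the RNA integrity number as a covariate 9. Without healthy replicate 2 alone it called 0. Healthy replicates 1 and 2 held the highest healthy levels of the list and were left out together after the data were seen. More calls in that setting are thus partly built in and are no evidence.

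The second comparison asked which genes differed between infected and healthy plants over the whole transcriptome. The files do not pair the gene IDs with names, so few IDs are given. Among genes with a mean of at least 5 CPM and no overlap between the groups, the smallest p among the higher ones belonged to LOC104442162, at 53.8 ± 20.6 CPM (SD, n = 2) in infected and 0.271 ± 0.280 CPM (SD, n = 5) in healthy plants, a log2 fold change of 7.57 ± 0.874 (SE) with adjusted p = 0.205. LOC104456994 stood at 76.0 CPM in infected replicate 1 and 3.74 CPM in infected replicate 2, against 0.408 ± 0.164 CPM (SD, n = 5) in healthy plants. On the lower side, LOC104442382 stood at 26.0 and 31.9 CPM in infected replicates 1 and 2 and at 109 ± 18.0 CPM (SD, n = 5) in healthy plants, a log2 fold change of -1.91 ± 0.235 (SE) with adjusted p = 0.205. LOC104436616 stood at 10.8 ± 0.193 CPM (SD, n = 2) against 35.8 ± 5.79 CPM (SD, n = 5), a log2 fold change of -1.73 ± 0.235 (SE) with adjusted p = 0.205.

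Of 32447 genes tested, the quasi-likelihood test of edgeR called 0, and the smallest adjusted p was 0.205. At unadjusted p under 0.05 there were 5538 genes, 2780 higher and 2758 lower in infected plants, where chance gives 1622 on average. Genes that vary together make single counts spread widely around that average. Other splits of the libraries into 2 and 5 gave up to 4472, although differences with infection enter those counts as well. Both infected libraries lay above all healthy libraries for 3731 genes and below them for 3368. Together these are 21.9% of the genes against 9.52% by chance on average, a share with the same limit. Other tests of these genes called 2071 in DESeq2, which gave an adjusted p to 27965 of them, 3357 in the edgeR exact test with 1 common dispersion, 1685 with a dispersion per gene, 0 in limma-voom, and 1 and 0 in limma on the RPKM values with pseudocounts of 1 and 0.1. The 1 gene was LOC104442162. Without healthy replicate 1 the quasi-likelihood test called 2436 genes, 1290 higher and 1146 lower, and without infected replicate 2 it called 1 gene, LOC104456994. The RNA integrity number as a covariate gave 182 calls, 177 higher and 5 lower. On data simulated with the spread of the single genes, the quasi-likelihood test recovered 25% of genes changed 4-fold and 83% of genes changed 16-fold, with 4 false calls, DESeq2 recovered 69% and 96% with 129 false calls, and the exact test with 1 common dispersion recovered 23% and 98% with 374 false calls. With 1 spread simulated for all genes, the exact test and the quasi-likelihood test each made 7 false calls and DESeq2 59. The changed genes all had a mean of at least 5 CPM, so recovery of lower genes was not measured. Genes were simulated independently, without differences shared by many genes of a library, so these rates need not carry over to the real libraries.

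**Figure D2:**
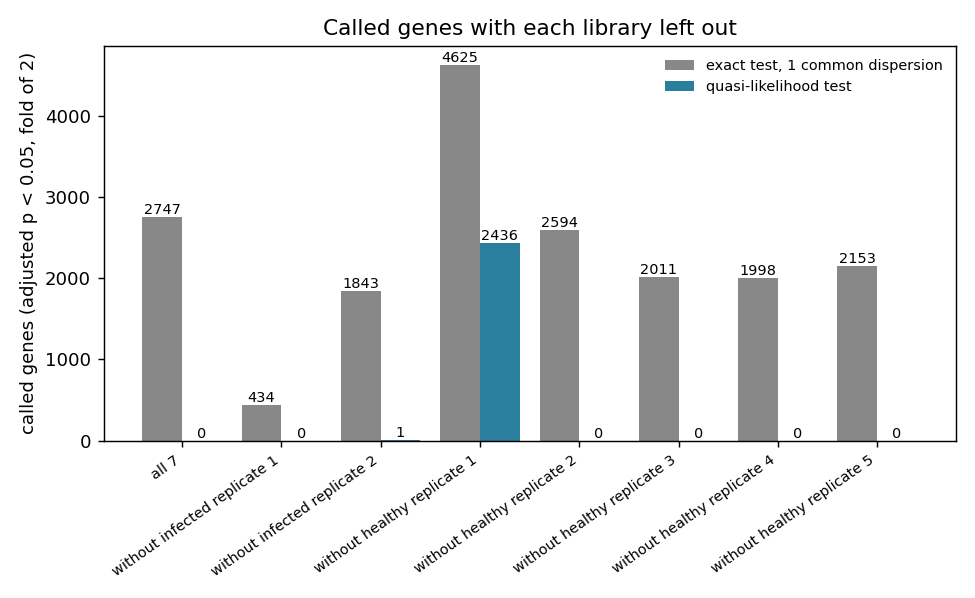
Bars give the number of called genes, at adjusted p under 0.05 and a fold of 2, with all 7 libraries and with each library left out. The quasi-likelihood test goes from 0 to 2436 genes without healthy replicate 1, and the exact test with 1 common dispersion from 2747 to 434 without infected replicate 1.

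The third comparison set these values against the authors' deposited table, which holds 26625 genes. At a fold of 2 and an adjusted p of 0.05, the authors' deposited table calls 2747 genes, 1768 higher and 979 lower in infected plants. The exact test of edgeR with 1 common dispersion of 0.284, run on genes above 1 CPM in at least 2 libraries, gave the same 2747 genes. The log2 fold change had the same sign in the authors' deposited table and in the quasi-likelihood test for 98.5% of the genes, and 0 genes were called in both. Infected replicate 1 was the highest library for 80.2% of the higher genes of the authors' deposited table and infected replicate 2 for 17.4%. Of the lower genes of the authors' deposited table, infected replicate 1 was the lowest library for 51.7%, infected replicate 2 for 24.8% and healthy replicate 1 for 21.2%. Infected replicate 2 lay inside the range of the healthy libraries for 40.9% of the 2747 genes in the authors' deposited table and infected replicate 1 for 17.1%. Of the genes called in the authors' deposited table, 1881 had an unadjusted p under 0.05 in the quasi-likelihood test. The exact test called 434 genes without infected replicate 1, of which 407 were among the 2747, and 4625 without healthy replicate 1, of which 2711 were.

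The last comparison asked whether the libraries of each group lay together. Healthy replicate 1 lay nearer to the infected libraries on average, mainly to infected replicate 2. Its mean Pearson correlation of log2(CPM + 1) across genes was 0.946 with the infected libraries and 0.904 with the other healthy libraries, a difference of 0.0423. For healthy replicates 2 to 5 the same difference was -0.0460, -0.0886, -0.0867 and -0.0573. The mean Spearman correlations of healthy replicate 1 were 0.932 and 0.892. The correlation of healthy replicate 1 was 0.968 with infected replicate 2, 0.924 with infected replicate 1 and 0.928 with healthy replicate 5, and the difference was 0.0211 without infected replicate 2; the infected libraries correlated at 0.940 with each other. Genes are not independent replicates, so these correlations carry no test.

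**Figure D3:**
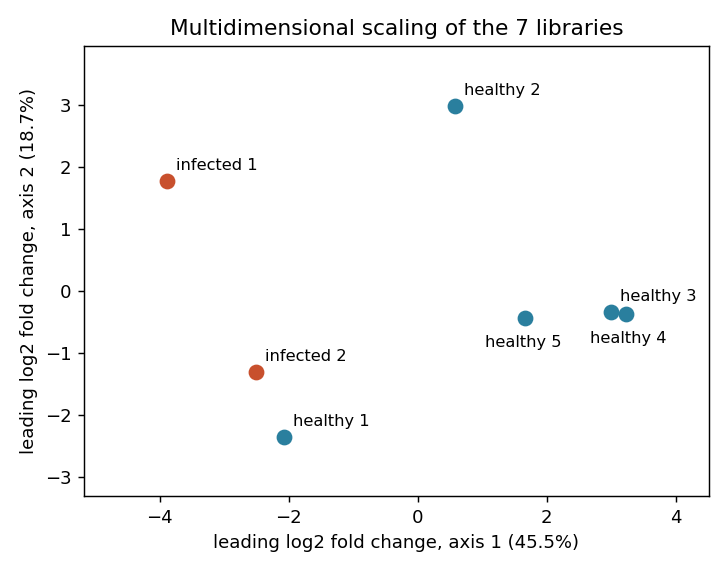
Multidimensional scaling of the 500 genes that differ most between each pair of libraries, with leading log2 fold changes on both axes; infected libraries are orange and healthy libraries blue. On the first axis, which holds 45.5% of the variance, healthy replicate 1 at -2.07 lies beside the infected libraries at -3.89 and -2.51, and the other healthy libraries lie between 0.57 and 3.23. On the second axis, with 18.7% of the variance, healthy replicate 1 at -2.35 lies near infected replicate 2 at -1.30 and far from infected replicate 1 at 1.79.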

Values the study reported

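For Syzygium longifolium mapped to the Eucalyptus grandis genome, the study reported 26,626 expressed genes, of which 2747 differed between infected and non-infected plants, or 10.32%. Of these, 979 were under-expressed in infected plants. The study found 33 over-expressed genes shared by its species, 28 of them with an identified product. It placed the cluster of chitinase genes on scaffold0008 from 4453707 to 4554816 and the cluster of major allergen genes on the same scaffold from 57981077 to 58085687.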

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

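The tests of copies that share reads, of a swapped or wrongly labelled library and of RNA integrity were chosen after the results were seen. Healthy replicate 2 stood apart from the other 4 healthy libraries in 12 of 32 values examined, by the gap between it and the nearest healthy library relative to their range; chance gives about 5% for independent values fixed beforehand, which these are not, and 6 of the 12 are genes named after their values were seen, so no excess over chance is read from the count. All 12 belong to the study's list. The mean log2(CPM + 1) in healthy replicate 2 was 2.63 for the 5 genes alone in their kind, 2.91 for the polyphenol oxidases and 2.86 for the ACC oxidase homologs, against at most 0.690, 0.334 and 0.702 in the other healthy libraries. Among the PR-10 genes it held 167 CPM of LOC104415206, 60.3 of LOC104415205, 37.8 of LOC104415202 and 6.28 of the STH-2-like gene LOC104438326, against at most 59.0, 18.9, 9.76 and 1.79 in the others. It also held 5.37 CPM of LOC104422218, 3.05 of LOC104425880, 4.86 of LOC104430480, 12.7 of LOC104445691 and 3.34 of LOC104450568, against at most 1.65, 0.0940, 0.705, 1.74 and 0.524 in the others.

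By its mean level, the study's list was highest in infected replicate 1 and next in healthy replicate 2. Gene by gene, healthy replicate 2 ranked second for 14 genes and infected replicate 2 for the other 14. The mean log2(CPM + 1) in infected and healthy replicate 2 was 4.87 and 4.72 for the PR-10 genes and 3.13 and 2.66 for the chitinases. The median of all tested genes in infected replicate 1 lay 0.0061 from the healthy mean on the log2 scale, while the list lay 3.63 above it. TMM scaling brings the bulk of genes to a common level, so that closeness is built in and cannot test the scaling. With library size only, the median log2 fold change between the groups was 0.0381 over all genes and 3.06 over the list. An error in the factor of a library would move all its genes alike, so it cannot by itself set the list apart. For the mean level of the list, 2 of the 21 splits of the libraries into 2 and 5 gave a difference as large as the real 2.50, so chance cannot be excluded; the highest other difference was 2.69, for infected replicate 1 with healthy replicate 2. Reads shared between similar copies stay open: healthy replicate 2 ranked second for 5 of the 5 genes that are alone in their kind in the list, but without an annotation nothing shows that these lack similar copies elsewhere. An infection of healthy replicate 2 without symptoms stays open and untested, since the labels hold no measure of the fungus.

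Healthy replicate 1 lay nearer to the infected libraries, mainly infected replicate 2, than to the other healthy libraries. The study had already described this plant, Syl10, as lying with the infected plants in its multidimensional scaling. Depth and abundant genes are argued against: the difference in correlation stayed at 99.9% of its value with all libraries thinned to 13897206 reads, and at 105% without the 1000 most abundant genes. A swap with an infected library would not by itself remove the pattern. Both infected libraries lay nearer to each other than to the other 4 healthy libraries, by at least 0.0412. A swap is not excluded, because healthy replicate 1 meets the same condition. Its correlation was 0.924 with infected replicate 1 and on average 0.904 with those 4 healthy libraries. RNA integrity, as far as the ratio of 25S to 18S RNA measures it, is argued against because that of healthy replicate 1 lay 0.371 SD from the mean of those 4 plants. A wrong label of healthy replicate 1 alone cannot be told apart from a healthy plant with an infected-like profile, because its level of the study's list lay 1.24 below the lower infected library while the infected libraries differ by 2.31. The list was also chosen partly on these libraries with healthy replicate 1 classed as non-infected, so a lower level there is partly built in. Whether this plant carried an infection without symptoms was not tested.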

How the results depend on the processing

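The count at unadjusted p under 0.05 and all its alternatives, the filter of the authors' table, the fit without the robust setting, each setting without healthy replicates 1 and 2, all alternatives of the count with 1 common dispersion and of the calls shared with the authors' deposited table, the permutation and further scalings of the list, its left-out libraries with an estimated correlation and the left-out libraries for the similarity were chosen after seeing the data. The count of 0 called genes held with 3 other scalings, 3 other filters, limma-voom, limma on log2(RPKM + 0.1), no fold threshold, a test against a fold of 2 and no robust setting. It moved to 2071 in DESeq2, 3357 and 1685 in the exact tests with common and tagwise dispersion, 1 in limma on log2(RPKM + 1), 182 with the RNA integrity number as a covariate and 2537 without healthy replicates 1 and 2. With 1 library left out it ranged from 0 to 2436, the highest without healthy replicate 1; without that library the common dispersion of the exact test was 0.200 in place of 0.284. The 5538 genes at unadjusted p under 0.05 ranged from 1924 without infected replicate 1 to 8084 without healthy replicate 1 with 1 library left out, and were 2445 in the test against a fold of 2 and 8137 without both healthy plants. The 2747 genes called with 1 common dispersion ranged from 434 without infected replicate 1 to 4625 without healthy replicate 1, and were 5097 without both healthy plants. The 1881 calls of the authors' deposited table at unadjusted p under 0.05 ranged from 524 to 2303 with 1 library left out and up to 2747 under the other alternatives. The set test of the list gave adjusted p = 0.0383 in fry for a shift in one direction, adjusted p = 0.104 with an estimated correlation and an exact permutation p = 0.0952, and camera with 1 library left out ranged from 2.2e-36 to 4.2e-09 at the preset correlation and from 0.0466 to 0.261 with an estimated one, which passed the threshold without healthy replicate 2 alone. The nearness of healthy replicate 1 to the infected libraries kept its sign, from 0.0211 to 0.0674 with 1 library left out. Over the 16 named genes, 364 values under alternatives were compared, of which 302 kept their side of the threshold, 58 passed it and 4 turned sign. Those 4, all without infected replicate 1, ranged with 1 library left out from -0.76 to 4.71 for LOC104422218, from -2.05 to 6.62 for LOC104425880, from -0.57 to 3.97 for LOC104445691 and from -0.73 to 3.79 for LOC104450568. Beyond the fewer libraries, the cause of these changes was not tested. No paired analysis was possible because the replicate numbers only name the plants. Depth limits the genes near 1 CPM.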

Other observations

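Within the chitinases and PR-10 genes, the members that lie apart from the clusters of their family followed the order of the 9 other genes. The endochitinase-like gene LOC104419011, the only chitinase of the list that the study places on another scaffold, stood at 107 CPM in infected replicate 1, 12.7 CPM in infected replicate 2 and 22.9 CPM in healthy replicate 2. The PR-10 gene LOC104438326, which encodes an STH-2-like protein and also lies on another scaffold, stood at 35.3, 2.42 and 6.28 CPM in the same libraries. Both were picked after their values were seen, and 3 PR-10 genes of the cluster had the same order. This difference between clustered and other members was not tested.

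The counts over other splits of the libraries for the quasi-likelihood test were chosen after its results were seen. At unadjusted p under 0.05, 1 of the 21 splits of the libraries into 2 and 5, the real one, gave 5538 genes, and the highest other split, of healthy replicates 3 and 4, gave 4472. With 1 common dispersion the real split again gave the most called genes, 2747, in 1 of the 21 splits, and healthy replicates 3 and 4 gave 2587. Both counts thus rank first among the 21 splits, a share just under 0.05 and the smallest that this design can give. They come from the same libraries, and the count at unadjusted p was chosen after its result was seen, so chance is not excluded. The split of healthy replicates 3 and 4 sets them against the infected and the other healthy plants together, so differences with infection also enter its counts. The quasi-likelihood test called 0 genes in the real split and at most 0 in the others; with a real count of 0 all 21 of the 21 splits give as many, so the splits decide nothing there.

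Many genes were called with 1 common dispersion and 0 by the quasi-likelihood test. The median own dispersion of the called genes was 2.99 times the common value, 0.848 against 0.284, which is consistent with a single dispersion being too small for genes of larger spread. A signal of 1 infected library alone stays open, because infected replicate 2 lay inside the healthy range for 40.9% of the called genes, between the bounds set for and against it. Both infected libraries lay beyond all healthy libraries for 1427 of the called genes, or 51.9%, against 21.9% of the 32447 genes tested. That share cannot decide the question. Infected replicate 2 can lie beyond the healthy libraries by chance, and the genes were called on these same libraries. Gene length stays open as well, since the median length of the higher called genes was 0.830 times that of all genes. The quasi-likelihood count of 0 genes is at the study's thresholds. That is lower than the value quoted from the study above.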
